A study of Homo sapiens with 15 samples.

How the data were processed

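Bulk nuclear RNA was measured in nuclei sorted from postmortem human entorhinal cortex. Donors had either no Alzheimer neuropathology (control) or incipient Alzheimer disease neuropathology (ADN), per the labels. All nuclei were positive for NeuN, the neuronal protein encoded by RBFOX3, and were divided by the RNA-binding protein RBFOX1 into a positive and a negative population. The 15 libraries formed 4 groups, taken from the labels: 3 RBFOX1-positive control, 4 RBFOX1-positive ADN, 4 RBFOX1-negative control and 4 RBFOX1-negative ADN libraries. The replicate numbers in the labels name donors within a status, so 7 of the 8 donors gave both populations. The same number in a control and an ADN group names different donors. The RBFOX1-negative libraries are so called after the labels and the sorting protocol they give. The deposited table that holds them and its columns are named for NeuN alone.

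Libraries were made by Trio RNA-seq from the RNA of sorted nuclei, per the labels' protocols. The authors deposited RPKM (reads scaled by gene length and by the reads of the library) in 1 table per population, per the names of the deposited tables. The aligner, the counting method, the treatment of strand, the genome build and the gene lengths used are not stated in the labels or the tables, so no coordinates are given. Both tables listed the same 25017 genes by Entrez identifier, of which 991 were at 0 in all 15 libraries. The authors gave a symbol for 24769 of them, and these symbols set the members of the gene lists. Biotypes, gene spans and overlaps between genes came from the RefSeq annotation of GRCh38.p14. So did the lengths of microRNA and snoRNA genes and the genes of the Y chromosome.

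The number of reads behind each value was recovered from the steps between low RPKM values. The values of 1003 microRNA and snoRNA genes set the absolute scale, and 763 of them gave 1 shared set of library totals. With these totals, 100% of the values above 0 came out as whole reads. The recovered reads of a library summed to its total within 32 reads. Library totals ran from 23827819 to 37352219 reads. These totals count a read once for each gene it was assigned to, if the authors assigned reads to several overlapping genes. Both tables followed the same scaling to library totals, which was the condition set for comparing the populations directly.

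Tests were run on log2(RPKM + 0.5) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend), two-sided. Fold changes are therefore on the log2(RPKM + 0.5) scale, which understates the change of genes with low values. Genes with an RPKM of at least 1 in as many libraries as the smallest group holds were tested, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The neuropathology effect was fitted within each population. The difference of this effect between populations, and the difference between populations, were contrasts of a model with 4 group means over all 15 libraries. Genes whose expression shows sex or a common inherited deletion or haplotype were left out of all tests. The level of a further marker gene is not reported here. For each neuropathology comparison, the rule for named genes took the 5 with the largest rise and the 5 with the largest fall among genes past the threshold. Where fewer than 3 genes passed, it took the 5 genes of smallest p-value with a group mean of at least 1 RPKM. For the difference between populations, all 4 genes past the threshold are named.

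Gene lists were tested with camera (limma, preset correlation 0.01) where at least 5 members were tested, which held for 17 of 21 lists in each comparison. Calls were adjusted over the lists of a comparison. A list score per library, the mean log2 value of the members minus the median of the library, was used to describe the libraries. The ratio of RBFOX1 to RBFOX3 RPKM was compared between populations with an exact permutation test over all 6435 arrangements. The agreement of the effects across populations was the Spearman correlation across genes of the fold changes in the 7 donors with both populations, set against all 35 splits of these donors into 3 and 4. The groups, tests, gene lists, rule for named genes and the alternatives were fixed before the data were examined. The alternatives fixed then were other pseudocounts (0.1 and 1), no filter, a stricter filter (mean RPKM of at least 5), median centring, quantile normalization, robust eBayes, array weights, blocks, fry, an estimated correlation, and leaving out each library. Limma voom on the recovered reads and an exact permutation of the list scores were chosen after seeing the data.

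The donor pairing of the populations was checked with the correlation across genes of the deviations from the group means. It was 0.22, 0.14 and 0.48 for control donors 1, 3 and 4, and 0.33, 0.42, 0.61 and 0.52 for ADN donors 1 to 4.

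The tests were tested on simulated data with 200 genes, of a mean RPKM of at least 1, changed by 2 on the log2 scale. Noise was drawn independently for each gene and library, without variation shared by genes, libraries or donors. The shares and false calls below hold for such data only, since the genes of real libraries vary together. The share recovered was 83% among 13618 genes for RBFOX1-positive nuclei, with 6 false calls, and 74% among 12923 genes for RBFOX1-negative nuclei, with 8 false calls. It was 59.5% among 14452 genes for the difference of the effects, with 8 false calls, and 96.5% among 14481 genes for the difference between populations, with 11 false calls. The exact permutation tests of 3 against 4 or 4 against 4 libraries could give no p-value under 0.02857. Figures were drawn with matplotlib 3.10.9, and tables were read with pandas 2.3.3, numpy 2.4.6 and Python 3.11.15.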

Results

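Nuclear RNA of 2 neuronal populations, NeuN-positive nuclei with or without RBFOX1, was compared between entorhinal cortex without and with incipient Alzheimer disease neuropathology. The RBFOX1-positive groups held 3 control and 4 ADN libraries, and the RBFOX1-negative groups held 4 of each. The totals were 29827557, 33156250 and 31170680 reads in RBFOX1-positive control replicates 1, 3 and 4. They were 32379487, 31474867, 37352219 and 33470847 reads in RBFOX1-positive ADN replicates 1 to 4. RBFOX1-negative control replicates 1 to 4 held 28827942, 24073817, 30939634 and 23827819 reads, and RBFOX1-negative ADN replicates 1 to 4 held 30853143, 23882685, 25192112 and 25502951. Each RBFOX1-positive library listed between 12392 and 14162 genes at an RPKM of 1 or more, and each RBFOX1-negative library between 11786 and 13758.

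Libraries of 1 group were about as similar as libraries of different status. The Pearson correlation across genes, which are not independent replicates, was 0.927 to 0.95 within RBFOX1-positive controls and 0.925 to 0.969 within RBFOX1-positive ADN libraries. Between these groups it was 0.899 to 0.967. It was 0.827 to 0.944 within RBFOX1-negative controls, 0.875 to 0.945 within RBFOX1-negative ADN libraries and 0.796 to 0.963 between them. RBFOX1-negative control replicate 2 had the lowest median correlation with the other libraries of its population, 0.831. The first principal component held 34.8% of the variance in RBFOX1-positive nuclei and 43.2% in RBFOX1-negative nuclei. Scores on the first component did not separate control from ADN libraries (two-sided exact permutation p = 0.1714 and 0.4857, unadjusted), nor did those on the second (exact p = 0.6571 and 0.1143).

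The RNA of the sorting markers was examined first, as a check on the labels. RBFOX1 (Entrez 54715) stood at 477.2 ± 83.4 RPKM (SD, n = 7) in the RBFOX1-positive libraries and at 372.3 ± 166.2 RPKM (SD, n = 8) in the RBFOX1-negative libraries. RBFOX3 (Entrez 146713) stood at 24.2 ± 2.47 and 20.98 ± 6.18 RPKM. The log2 ratio of RBFOX1 to RBFOX3 was 4.29 ± 0.19 (SD, n = 7) and 3.99 ± 0.55 (SD, n = 8). The difference of 0.30 was within the spread of the libraries (two-sided exact permutation p = 0.2303). Leaving out RBFOX1-negative control replicate 2 moved it most, to 0.16 (exact p = 0.4242). RBFOX1 RNA thus did not separate the populations that were sorted on RBFOX1 protein. The lowest RBFOX1 values were 72.2 RPKM in RBFOX1-negative control replicate 2 and 173.1 RPKM in RBFOX1-negative ADN replicate 3, and the other 6 RBFOX1-negative libraries lay between 346.8 and 518.8 RPKM.

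**Figure D1:**
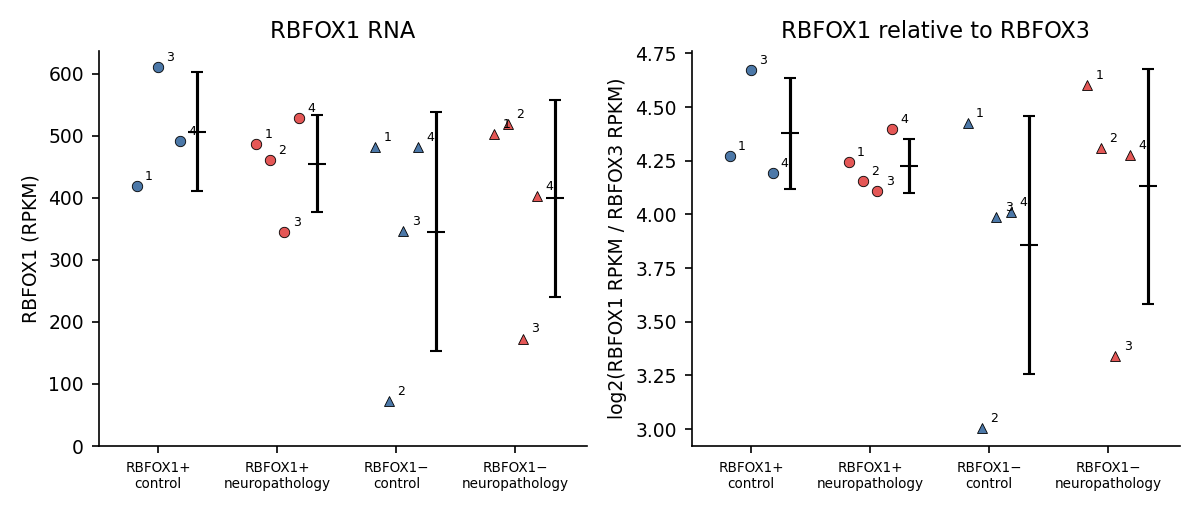
RBFOX1 RPKM (left) and the log2 ratio of RBFOX1 to RBFOX3 RPKM (right) in each library, numbered by replicate, with bars for the mean and SD of each group. The ratio averaged 4.29 in the 7 RBFOX1-positive and 3.99 in the 8 RBFOX1-negative libraries, and the ranges overlap.

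The first comparison asked which genes change with incipient neuropathology in RBFOX1-positive neurons. None of the 13917 genes tested passed the threshold (smallest limma adjusted p = 0.3582), and 777 (5.6%) had an unadjusted p under 0.05. Of 359 tested genes of the fixed lists, pooled as 1 list, 0 passed when adjusted over the list alone and 0 when adjusted over all genes. Of the 777 genes, 577 (74.3%) were higher with neuropathology. The median log2 fold change of all genes was 0.12, and after each library was centred on its median 306 of 741 genes (41.3%) were higher. Leaving out 1 library moved the unadjusted count most, to 1922 genes without control replicate 4. It was 422 without control replicate 1 and 512 without ADN replicate 1, with 0 genes past the threshold in each of the 7 such fits. Without control replicate 3, 458 of 954 genes (48%) were higher, so the majority direction depended on that library.

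The 5 genes of smallest p-value in RBFOX1-positive nuclei are named although none passed the threshold. MIR4292 (Entrez 100422860) rose from 0.946 ± 0.470 RPKM (SD, n = 3) to 5.498 ± 1.24 (SD, n = 4), a log2 fold change of 2.08 ± 0.28 (SE; limma adjusted p = 0.3582). Its controls held 1 to 3 reads and its ADN libraries 8 to 16, the mean of which was at least 3.8-fold higher than a floor of 3 reads. It lies in RABL6, with which it can share reads. MIR4800 (Entrez 100616358), which lies in MXD4, rose by a log2 fold change of 1.57, from 3 to 6 reads per control library to 11 to 21 per ADN library. SPRY4-AS1 (Entrez 101926941) fell from 64.3 ± 22.2 to 19.1 ± 3.91 RPKM, a log2 fold change of -1.68 ± 0.27 (SE; limma adjusted p = 0.4938). FGF1 (Entrez 2246) fell from 10.46 ± 2.79 to 3.33 ± 0.985 RPKM, with a log2 fold change of -1.52. LOC101929579, a long noncoding RNA gene whose symbol holds its Entrez number, rose from 90.8 ± 6.93 to 181.7 ± 28 RPKM, a log2 fold change of 0.99 ± 0.17 (SE; limma adjusted p = 0.5488). The groups did not overlap for any of these 5 genes. MIR4292 and MIR4800 are uncertain, since reads of the genes around them can be counted to them.

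The same comparison in RBFOX1-negative nuclei had 0 of 13140 genes past the threshold (smallest limma adjusted p = 0.6897) and 703 (5.4%) at an unadjusted p under 0.05. Of 343 tested genes of the fixed lists, pooled as 1 list, 0 passed when adjusted over the list alone and 0 when adjusted over all genes. Only 204 of the 703 genes (29%) were higher with neuropathology, the median log2 fold change of all genes was -0.12, and after median centring 466 of 734 genes (63.5%) were higher. Array weights moved the unadjusted count to 1361. Leaving out 1 library moved it to 1250 without ADN replicate 3, 376 without ADN replicate 1 and 389 without ADN replicate 4, with 0 genes past the threshold in each of the 8 such fits.

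LOC101929579 was also the gene of smallest p-value in RBFOX1-negative nuclei. It rose from 84.8 ± 13.8 to 183.6 ± 17.6 RPKM (SD, n = 4 each), a log2 fold change of 1.12 ± 0.17 (SE; limma adjusted p = 0.6897). NPTX2 (Entrez 4885) fell from 3.32 ± 0.879 to 0.866 ± 0.130 RPKM, a log2 fold change of -1.46 ± 0.23 (SE; limma adjusted p = 0.6897). LOC102724532 (Entrez 102724532) had a log2 fold change of -1.08 and MEOX2 (Entrez 4223) of 1.49, from 1.59 ± 0.584 to 5.42 ± 1.87 RPKM. MIR2277 (Entrez 100313887), which lies in FAM172A and is uncertain for that reason, had a log2 fold change of -1.28, from 12 to 20 reads per control library to 4 to 9 per ADN library. The groups did not overlap for any of these 5 genes. SPRY4-AS1 and FGF1, named from the other population, stood at 49.3 ± 21.7 and 9.52 ± 5.39 RPKM in RBFOX1-negative controls and at 16.5 ± 7.35 and 3.36 ± 1.95 RPKM in RBFOX1-negative ADN libraries. For both genes the RBFOX1-negative groups overlapped. Control replicate 4 stood at 19.14 and 4.408 RPKM, below ADN replicate 3 at 24.92 and 5.29 RPKM. Most of these donors also gave the RBFOX1-positive libraries, so the values are not an independent repeat.

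**Figure D2:**
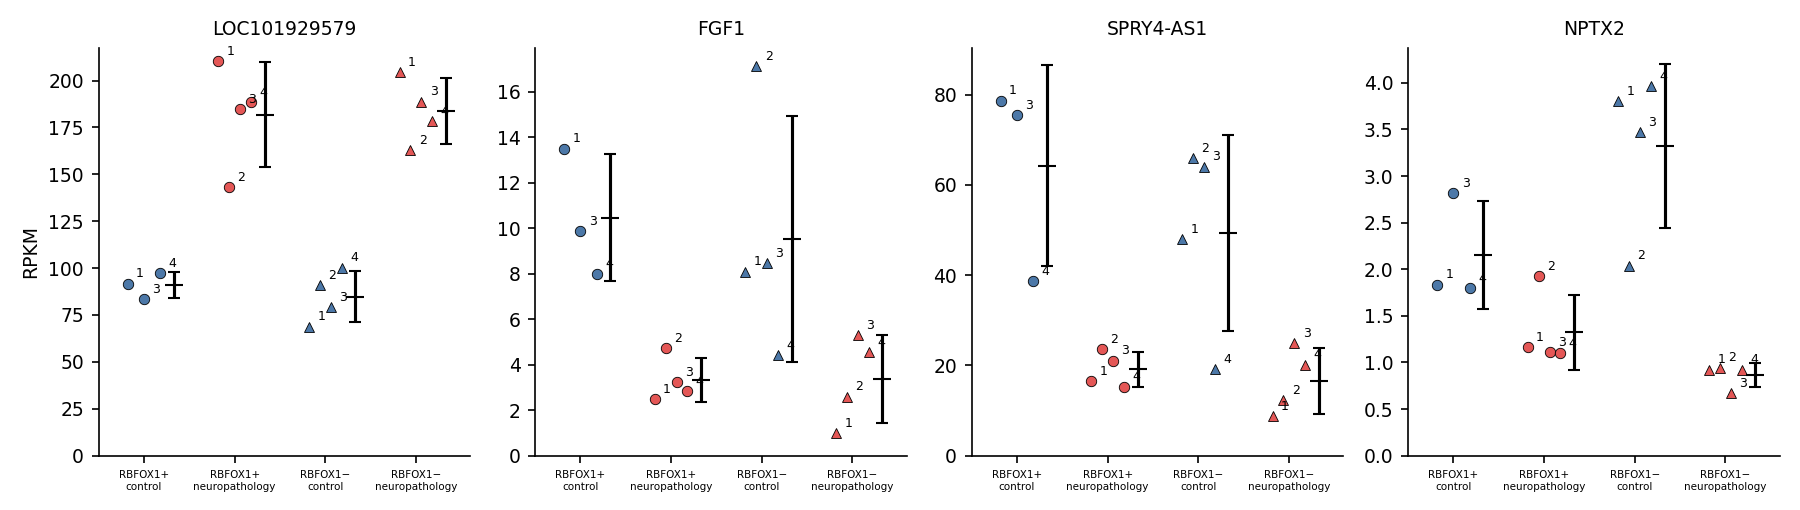
RPKM of LOC101929579, FGF1, SPRY4-AS1 and NPTX2 in each library, numbered by replicate, with bars for the mean and SD of each group. LOC101929579 averaged 181.7 and 183.6 RPKM in the ADN groups and 90.8 and 84.8 RPKM in the control groups, with a limma adjusted p above the threshold in both populations.

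The difference of the neuropathology effect between the populations was tested directly. None of 14879 genes passed the threshold (smallest limma adjusted p = 0.864), and 448 (3%) had an unadjusted p under 0.05. Of 377 tested genes of the fixed lists, pooled as 1 list, 0 passed when adjusted over the list alone and 0 when adjusted over all genes. The effect was higher in RBFOX1-positive nuclei for 419 of the 448 genes (93.5%), with a median difference over all genes of 0.24, and for 105 of 287 genes (36.6%) after median centring. The donor block moved the unadjusted count most, to 2300 genes with 0 past the threshold. Leaving out 1 library moved it to between 183, without RBFOX1-positive control replicate 1, and 1512, without RBFOX1-positive control replicate 4. The 5 genes of smallest p-value were CHMP1B, GAPDHS, RWDD3, RAB5C and LOC103611081, with log2 differences of 1.05, 1.29, 0.75, 1.08 and 1.07 and a limma adjusted p of 0.864 each. CHMP1B lies on GNAL, GAPDHS on TMEM147-AS1 and RWDD3 on TMEM56-RWDD3, so these 3 are uncertain.

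The fold changes of both populations were correlated across genes, with a Spearman rho of 0.21 over 13069 genes in the 7 donors with both populations. Among the 35 splits of these donors, 27 gave a rho at least as high (one-sided exact permutation p = 0.7714), with a median of 0.42 and a range of 0.08 to 0.66. The agreement was thus not larger than the value shared donors gave by themselves. Leaving out both libraries of control replicate 1 or of ADN replicate 3 moved it most, to 0.35, and without those of control replicate 3 it was 0.14.

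The populations were then compared with each other across status. Of 14879 genes, 4 passed the threshold, 1 higher and 3 lower in RBFOX1-positive nuclei, and 1295 (8.7%) had an unadjusted p under 0.05, of which 912 (70.4%) were higher. After median centring 51.6% of such genes were higher, and 7 genes passed. Of 377 tested genes of the fixed lists, pooled as 1 list, 1 passed when adjusted over the list alone and 1 when adjusted over all genes. Adjusted within each list by itself, 4 inhibitory markers, 3 excitatory markers, 3 synaptic vesicle and release genes, 3 genes of the GABA-A and gephyrin list and 1 amyloid and tau processing gene passed, and no member of a list did so in the neuropathology comparisons. Fitting the donor as a block moved the count of genes past the threshold most, to 23, of which 15 were higher and 3 were among the 4. Leaving out 1 library gave between 0 genes, without RBFOX1-positive control replicate 4 or RBFOX1-positive ADN replicate 2, and 11, without RBFOX1-negative control replicate 1 or 3 or RBFOX1-negative ADN replicate 2.

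LHX6 (Entrez 26468), which encodes a transcription factor and was on the list of inhibitory neuron markers, stood at 1.75 ± 0.809 RPKM (SD, n = 7) in RBFOX1-positive and 0.212 ± 0.156 RPKM (SD, n = 8) in RBFOX1-negative nuclei. Its log2 difference was 1.63 ± 0.22 (SE; limma adjusted p = 0.01428), it was higher in 7 of 7 donors, and its limma adjusted p was 0.05221 with the donor block. GREB1L (Entrez 80000) stood at 5.73 ± 0.851 and 11.1 ± 1.53 RPKM, a log2 difference of -0.90 ± 0.12 (SE; limma adjusted p = 0.01428). CTD-2270F17.1 (Entrez 101928033), a long noncoding RNA gene that overlaps KCNIP1 and is uncertain for that reason, stood at 0.541 ± 0.290 and 4.50 ± 2.16 RPKM, a log2 difference of -2.17 ± 0.28 (SE; limma adjusted p = 0.01428). CHRNA7 (Entrez 1139), a nicotinic receptor gene with a partial copy elsewhere in the genome that could share its reads, stood at 3.47 ± 1.26 and 14.6 ± 7.30 RPKM, a log2 difference of -1.82 ± 0.27 (SE; limma adjusted p = 0.03216). GREB1L, CTD-2270F17.1 and CHRNA7 were higher in RBFOX1-positive nuclei in 0 of 7 donors. The values of all 4 genes did not overlap between the populations. Without RBFOX1-positive control replicate 4, the limma adjusted p was 0.07474 for GREB1L and CTD-2270F17.1 and 0.08329 for LHX6 and CHRNA7. Without RBFOX1-positive ADN replicate 2 it was 0.05432 for GREB1L and CTD-2270F17.1, 0.06042 for LHX6 and 0.07137 for CHRNA7. LHX6 also lost its call without RBFOX1-positive control replicate 1 (0.05673) and ADN replicate 3 (0.05045), and CHRNA7 lost its call in 10 of the 15 such fits, up to 0.1064 without RBFOX1-positive ADN replicate 1.

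**Figure D3:**
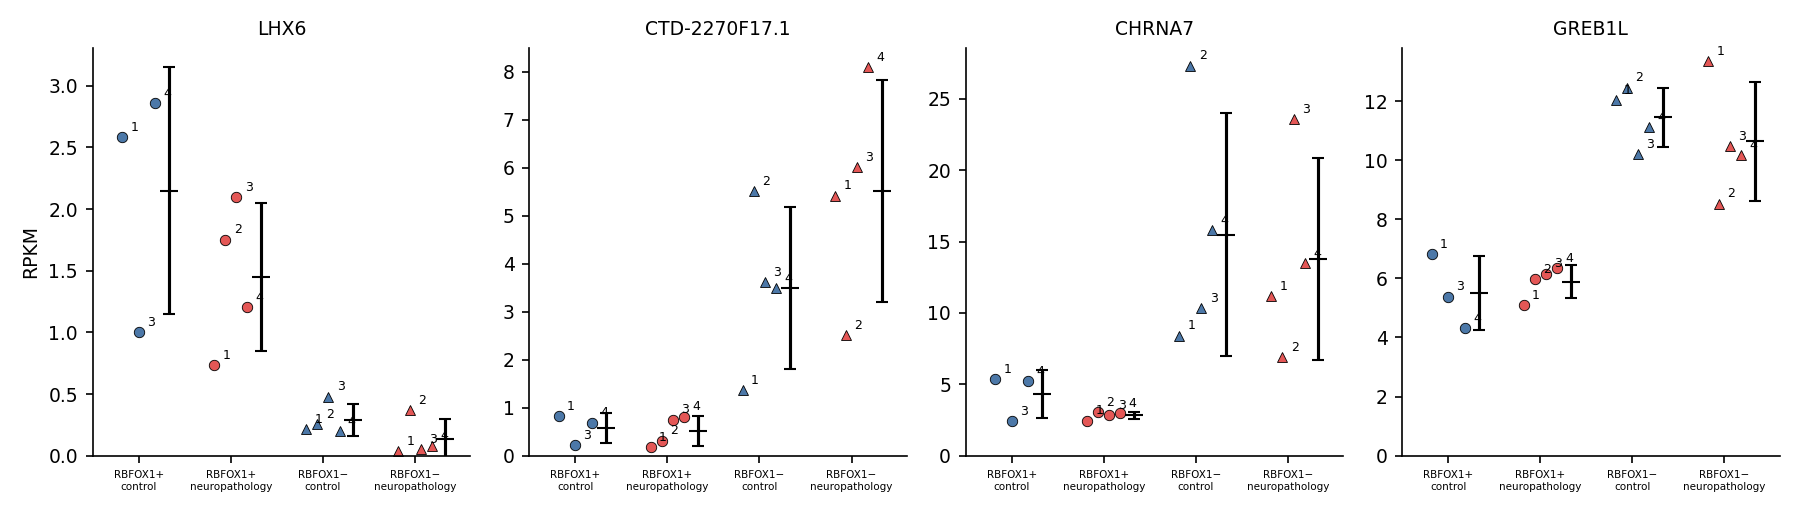
RPKM of the 4 genes past the threshold between populations in each library, numbered by replicate, with bars for the mean and SD of each group. LHX6 averaged 1.75 RPKM in the 7 RBFOX1-positive and 0.212 RPKM in the 8 RBFOX1-negative libraries, and CTD-2270F17.1, CHRNA7 and GREB1L were lower in the RBFOX1-positive libraries.

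Gene lists fixed in advance were compared within RBFOX1-positive nuclei, with camera. The 9 tested inhibitory neuron markers were lower with neuropathology, with a median log2 fold change of -0.96, or -1.08 relative to all genes, and 9 of 9 members lower (camera adjusted p = 3.433e-08). Without control replicate 1 the relative median was -0.63 (adjusted p = 0.0006003). The list of postsynaptic glutamate receptors and scaffold genes was also lower (relative median -0.19, 12 of 20 members lower, adjusted p = 0.04614). Its adjusted p was 0.7209 without control replicate 3, 0.06975 without ADN replicate 2, 0.1363 without ADN replicate 3 and 0.1034 after median centring. None of the camera calls of any comparison held under fry or with an estimated correlation. The exact permutation of the list scores, which does not take genes as replicates, gave p = 0.1143 for the inhibitory markers (scores 0.72 ± 1.06 in 3 controls and -0.46 ± 0.42 in 4 ADN libraries, SD), and an adjusted p of 0.9429 over the lists. With a smallest p of 0.02857 and 17 lists, this exact test could hardly pass the threshold after adjustment.

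Within RBFOX1-negative nuclei, the 68 tested cytosolic ribosomal protein genes were lower with neuropathology, by a median of -0.59, or -0.47 relative to all genes, with 66 of 68 lower (camera adjusted p = 4.49e-14). Their list scores were -0.47 ± 0.31 in 4 controls and -0.91 ± 0.31 in 4 ADN libraries (SD; exact permutation p = 0.08571, adjusted 0.7633). Oxidative phosphorylation subunits encoded in the nucleus (relative median -0.13, 63 of 67 lower, adjusted p = 0.002538), cholesterol synthesis (relative median -0.29, 17 of 18 lower, adjusted p = 0.003454) and proteasome subunits (relative median -0.18, 22 of 26 lower, adjusted p = 0.04487) were also lower. Heat shock proteins were higher (relative median 0.53, 12 of 17 higher, adjusted p = 0.003668), but without ADN replicate 3 the relative median was -0.05 (adjusted p = 0.2012). The oxidative phosphorylation call was lost without ADN replicate 4 (0.06185). The cholesterol call was lost without control replicate 2 (0.07766) or ADN replicate 2 (0.1514). The proteasome call was lost without control replicate 2 (0.33), ADN replicate 1 (0.1709) or ADN replicate 4 (0.1362). Under the stricter filter the calls for cholesterol synthesis (0.1117), heat shock proteins (0.316) and proteasome subunits (0.5814) were lost too.

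**Figure D4:**
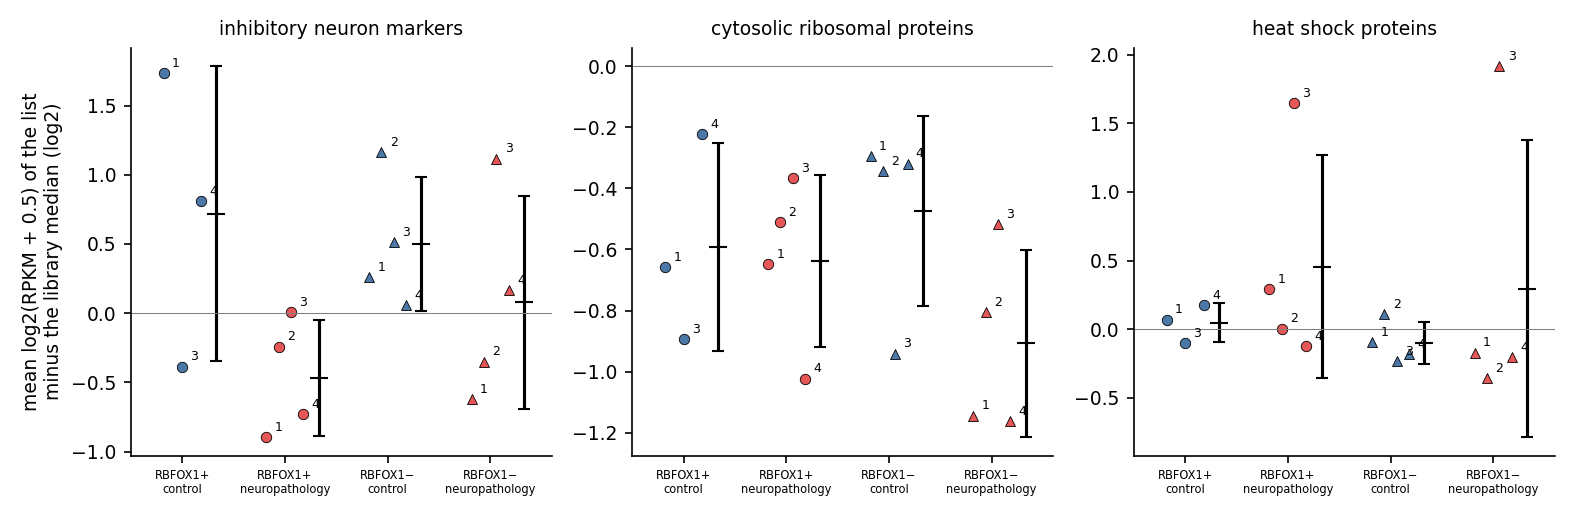
List scores of inhibitory neuron markers, cytosolic ribosomal proteins and heat shock proteins in each library, numbered by replicate, as the mean log2(RPKM + 0.5) of the list minus the median of the library, with bars for the mean and SD of each group. Heat shock scores of ADN replicate 3 lie far above those of the other libraries in both populations, at 1.645 in RBFOX1-positive and 1.915 in RBFOX1-negative nuclei.

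The remaining lists did not pass in either neuropathology comparison. Camera adjusted p-values in RBFOX1-positive and RBFOX1-negative nuclei were 0.5051 and 0.7493 for excitatory neuron markers, 0.7166 and 0.7493 for oligodendrocyte markers, and 0.3364 and 0.2842 for astrocyte markers. They were 0.6199 and 0.5361 for the unfolded protein response, 0.6531 and 0.2842 for immediate early genes, and 0.8695 and 0.6323 for synaptic vesicle and release genes. For GABA-A receptors and gephyrin they were 0.06854 and 0.7493, for amyloid and tau processing 0.8695 and 0.05787, for the interferon response 0.8695 and 0.7493, and for p53 and DNA damage targets 0.6624 and 0.2961. In RBFOX1-positive nuclei they were 0.6624 for oxidative phosphorylation, 0.5051 for ribosomal proteins, 0.8695 for the proteasome, 0.104 for heat shock proteins and 0.6199 for cholesterol synthesis. In RBFOX1-negative nuclei they were 0.2842 for inhibitory markers and 0.5361 for the postsynaptic list. Microglia, oligodendrocyte precursor and endothelial markers and mitochondrially encoded transcripts had fewer than 5 tested genes and were not tested.

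Between the populations, 5 lists passed under camera. Excitatory neuron markers were higher in RBFOX1-positive nuclei (relative median 0.40, 10 of 10 members, adjusted p = 0.00624), as were oxidative phosphorylation subunits (0.11, 71 of 74, adjusted p = 0.009071) and synaptic vesicle and release genes (0.21, 23 of 24, adjusted p = 0.0001474). Oligodendrocyte markers (-0.81, 9 of 9 lower, adjusted p = 1.117e-06) and astrocyte markers (-0.75, 8 of 8 lower, adjusted p = 0.0003269) were lower. Excitatory markers lost their call with the donor block (0.3504) and under the stricter filter (0.287). They also lost it without RBFOX1-positive control replicate 3 (0.09921), and without RBFOX1-negative control replicate 2 (0.217) or ADN replicate 3 (0.05327). Oxidative phosphorylation lost its call without RBFOX1-positive control replicate 4 (0.08101) or ADN replicate 3 (0.2309), and without RBFOX1-negative control replicate 3 (0.09314) or ADN replicate 4 (0.09526). The tests of the difference of the neuropathology effect for each list are given in the closing section.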

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

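In this part, the tests of the heat shock genes and of RBFOX1-negative control replicate 2 were chosen only after the result was seen. The splits of the donors for the gene lists were set beforehand.

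Among 117 groups of 4 libraries, 12 held a library far from the other 3, where chance gives about 5.8. The measure was the gap to the nearest library divided by the range of the group,, against the critical value of Dixon at 95% for 4 samples. The values of 3 genes met it in 4 groups. RBFOX3 was 20 RPKM in RBFOX1-positive ADN replicate 3 and 25.1 to 25.9 in the others (0.863). NPTX2 was 1.28 on the log2 scale in RBFOX1-positive ADN replicate 2 and 0.68 to 0.74 in the others (0.901), and 0.23 in RBFOX1-negative ADN replicate 3 against 0.51 to 0.53 (0.93). LHX6 was -0.20 in RBFOX1-negative ADN replicate 2 and -0.89 to -0.78 in the others (0.842). No technical or biological explanation of these 4 values was tested.

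The list scores of 5 further lists also had a far library. The oligodendrocyte score was 0.63 in RBFOX1-positive ADN replicate 4 and -0.15 to -0.05 in the others (0.868). In RBFOX1-negative control replicate 3 the oxidative phosphorylation score was -0.22 against -0.02 to 0.02 (0.836) and the ribosomal protein score was -0.94 against -0.34 to -0.30 (0.926). Without that library, the ribosomal fall with neuropathology in RBFOX1-negative nuclei had a smaller camera adjusted p (4.006e-22, the lowest of the 8 such fits, which reached 2.823e-09). The cholesterol score was -0.56 in RBFOX1-positive ADN replicate 2 and -0.37 to -0.34 in the others (0.858). The interferon score was -0.58 in RBFOX1-positive ADN replicate 3 and -0.34 to -0.31 in the others (0.915). No technical or biological explanation of these 5 values was tested.

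RBFOX1-negative control replicate 2 had an excitatory neuron score of -1.23, with 0.64 to 0.89 in the other RBFOX1-negative controls (0.88), and a postsynaptic score of 1.87 against 2.74 to 2.87 (0.871). Low depth is argued against, since 2 RBFOX1-negative libraries held fewer reads. A larger share of non-neuronal nuclei is a candidate explanation: its oligodendrocyte score was 2.205, with -0.96 to 1.22 in the other 7 RBFOX1-negative libraries, and its astrocyte score was 1.86 against -1.02 to 1.64. MBP stood at 17.5 RPKM against 4.71 to 9.85, GFAP at 6.30 against 0.137 to 2.02 and AQP4 at 35.6 against 1.60 to 14.8. SLC1A2 did not stand out, at 63.0 RPKM against at most 63.5. The inhibitory score was also the highest, at 1.17 against at most 1.12, with GAD2 at 30.5 RPKM against at most 19.7 and GAD1 at 23.4 against at most 21.5. Non-neuronal nuclei alone would lower these too, so they do not account for this part of the pattern. RBFOX3 was the lowest of its population, at 8.995 RPKM with a median of 21.9 in the others. A true difference between donors was not tested and stays open.

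Heat shock genes spread widely among ADN libraries. The score of RBFOX1-negative ADN replicate 3 was 1.92, with -0.36 to -0.17 in the other 3 (0.918), and that of RBFOX1-positive ADN replicate 3, from the same donor, was 1.645. Without RBFOX1-negative ADN replicate 3 the list was no longer past the threshold in RBFOX1-negative nuclei (camera adjusted p = 0.2012; relative median -0.05). Without RBFOX1-positive ADN replicate 3 the relative median in RBFOX1-positive nuclei was -0.01 (camera adjusted p = 0.948). The rise thus rests on 1 donor. A state of the donor's tissue shared by both populations may account for it, but it could not be told apart from chance: the rank correlation of scores over the 7 donors was 0.75 (exact permutation p = 0.06627; the only relation over donors computed). Pearson's r was 0.98 (exact permutation p = 0.03671), so the outcome depends on the measure. It was 0.30 without the 2 donors farthest from the median, so it rests on those donors. Leaving out the donor with the high scores removes the pattern itself, so this drop does not decide between a shared state and chance. A response to the neuropathology of that donor stays open, as untested.

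The neuropathology effect differed between populations for 6 lists under camera, in the direct test of the difference. Ribosomal proteins (relative median difference 0.38, 72 of 72 members higher in RBFOX1-positive nuclei, adjusted p = 1.341e-06), oxidative phosphorylation (0.19, 71 of 74, adjusted p = 0.002423), cholesterol synthesis (0.33, 19 of 19, adjusted p = 0.002423) and proteasome subunits (0.16, 28 of 30, adjusted p = 0.02936) moved up. Inhibitory markers (-0.58, 9 of 10 lower, adjusted p = 0.0001585) and the postsynaptic list (-0.32, 11 of 20 lower, adjusted p = 0.01138) moved down. Of the 35 splits of the donors with both populations, 6 gave as small a p-value for ribosomal proteins, 4 for oxidative phosphorylation, 4 for cholesterol synthesis, 8 for proteasome subunits, 12 for inhibitory markers and 15 for the postsynaptic list. Each share is above 0.05, so a split without regard to status gave results as large, and none of the 6 differences is shown to go with neuropathology.

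The same 6 calls depended on single libraries except for ribosomal proteins. Inhibitory markers lost their call without RBFOX1-positive control replicate 1 (0.09624). Oxidative phosphorylation lost it without RBFOX1-positive control replicate 3 (0.196) or ADN replicate 3 (0.2911), and cholesterol synthesis without RBFOX1-positive control replicate 3 (0.196) or RBFOX1-negative ADN replicate 2 (0.05545). The postsynaptic list lost it without RBFOX1-positive control replicate 3 (0.2814), RBFOX1-negative control replicate 2 (0.8646) or RBFOX1-negative ADN replicate 1 (0.1387), and proteasome subunits in 8 of 15 such fits, up to 0.3486 without RBFOX1-negative control replicate 2. The calls of 2 lists also depended on the scaling: after median centring the adjusted p was 0.07069 for the postsynaptic list and 0.07999 for proteasome subunits. Proteasome subunits lost their call under the stricter filter as well (0.6049).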

How the results depend on the processing

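Limma voom on the recovered reads and the exact permutation of a score per library were chosen after seeing the data. The others were set beforehand.

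Of the counts and values that answer a comparison, 51 of 69 values under alternatives other than leaving out a library stayed within their limits, and 18 moved. Of the 112 values that each left out a library, 96 stayed and 16 moved. The 0 genes past the threshold in RBFOX1-positive nuclei, in RBFOX1-negative nuclei and for the difference of the effects stayed at 0 under each alternative run, with 1 exception. That was the replicate block in RBFOX1-positive nuclei, which gave 2 genes, SPRY4-AS1 (adjusted p = 0.04582) and MTRNR2L1. The numbers used in that block are shared by different donors, whose deviations correlated across genes by -0.11 to 0.04 in RBFOX1-positive and by -0.37 to 0.19 in RBFOX1-negative nuclei, so they do not pair the libraries.

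The count between populations was 4. It was 7 with pseudocount 1, 7 after median centring, 11 after quantile normalization, 7 with limma voom and 23 with the donors paired in a block, and it was from 0 to 11 across the 15 fits that each left out a library. Each of the first 4 alternatives held the same 4 genes, and the donor block held 3 of them. Under the stricter filter 4 genes passed, 2 of them the same. The donor block took the variation between donors out of the error and left out the donor without an RBFOX1-positive library. Which of these changes moved the count was not tested. For the other alternatives the cause was not tested either, apart from the fewer genes tested under the stricter filter.

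The list counts were 2 in RBFOX1-positive and 5 in RBFOX1-negative nuclei. Both were 0 under fry and 0 with an estimated correlation, which allow for correlation between members. At an unadjusted p under 0.05, fry had 0 and 1 lists and the estimated correlation 1 and 0. The 1 under fry was immediate early genes, a list that camera had not called. Fry thus kept none of the 5 camera calls in RBFOX1-negative nuclei, even unadjusted. The 1 with the estimated correlation was the postsynaptic list, which camera had called in RBFOX1-positive nuclei. Both list counts were also 0 with the exact permutation of a score per library. The smallest p of this exact permutation is 0.02857 before adjustment over 17 lists. This 0 was thus nearly fixed by the design and says nothing about the calls. The stricter filter gave 2 lists in RBFOX1-negative nuclei. Leaving out a library gave from 2 to 4 lists in RBFOX1-positive nuclei and from 3 to 8 in RBFOX1-negative nuclei. The 1 result that reversed was the heat shock list in RBFOX1-negative nuclei, with an adjusted p of 0.2012 without RBFOX1-negative ADN replicate 3 and 6.24e-05 to 0.2012 over the 8 such fits.

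Of the list calls, 59 of 114 values under other alternatives stayed and 55 lost the threshold, 7 of them under that permutation. With a library left out, 186 of 219 stayed, 32 lost the threshold and 1 reversed. Of the named genes, 164 of 166 stayed under other alternatives, 1 became weaker (LHX6, adjusted p = 0.05221 with the donors paired) and 1 stronger. With a library left out, 192 of 210 stayed and 18 lost the threshold, all for the genes that differed between populations. Most of both sets of values belong to genes that had not passed the threshold. Such a gene stayed if it kept its direction and again did not pass, so these shares overstate the stability of the calls. Of 15 fits each, CHRNA7 lost its call in 10, LHX6 in 4, and CTD-2270F17.1 and GREB1L in 2. The postsynaptic list lost its call in RBFOX1-positive nuclei under the replicate block (0.256). With the donors paired, the difference of the effects lost the call for the postsynaptic list (0.9039) and proteasome subunits (0.1181), and the difference between populations lost that for excitatory markers (0.3504). Blocks lost no other call. The agreement across populations was 0.19 to 0.25 under the alternatives other than leaving out donors. The ratio of the sorting markers differed by 0.30 with a pseudocount of 0.5 (exact permutation p = 0.23) and by 0.16 with the donors paired (exact permutation p = 0.3906, 4 of 7 donors higher).

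The depth limits the microRNA genes most: MIR4292 held at most 3 reads in each RBFOX1-positive control, so its fold change is imprecise.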

Other observations

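In this part, the tests of the scaling, of CRYAA, of the microRNA genes and of the splits of the ribosomal and inhibitory list scores were chosen only after the result was seen, as was the reading of the tests on these lists by how far the median moved.

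Other splits of the same libraries gave results as large for the neuropathology comparisons. In RBFOX1-positive nuclei, 10 of the 35 splits of the 7 libraries gave as many as the 777 genes at an unadjusted p under 0.05, and 33 gave as many lists past the threshold. In RBFOX1-negative nuclei these numbers were 14 and 26 of 35 splits, the first against 703 genes. For the difference of the effects they were 6 and 12 of 35, the first against 448 genes. These 448 came from the fit of all 15 libraries without the donor block. The count with that block, 2300, was not set against splits, so the 6 of 35 does not cover it. The 0 genes past the threshold in these 3 comparisons are matched by 35 of 35 splits by construction, which decides nothing. Between populations, 1 of 100 swaps of the population labels within donors, the real one included, gave as many as 4 genes past the threshold and 3 gave as many as 1295 genes at an unadjusted p under 0.05, while 51 gave as many lists. For the agreement of the effects, 27 of 35 splits gave a rank correlation as high. The groups were separate in the same direction in both populations for 96 of 14670 genes, 71 of them higher, and 12 of 35 splits gave as many (median 71). In 1 population alone, chance separates 5.7% of genes.

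Fold changes went with the length of the gene in the RefSeq annotation, with a rank correlation across genes of -0.24 in RBFOX1-positive and 0.19 in RBFOX1-negative nuclei. A span was found for 99.6% of the genes in each. Of the 35 splits, 14 and 6 gave a correlation as far from 0, so neither is shown to go with neuropathology.

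The direction of the genes at an unadjusted p under 0.05, mostly higher in RBFOX1-positive and mostly lower in RBFOX1-negative nuclei, could not be attributed to scaling or to a true shift of most genes. After median centring 41.3% and 63.5% were higher, but centring sets the median change near 0 and so moves these shares by itself. The 2 explanations cannot be told apart here. The direction in RBFOX1-positive nuclei also depended on control replicate 3: without it, 458 of 954 such genes (48%) were higher. The other RBFOX1-positive fits that left out a library kept the direction, with 64.1% to 88.1% higher. In RBFOX1-negative nuclei such fits had 20.2% to 40.4% higher.

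The fall of ribosomal protein genes in RBFOX1-negative nuclei was compared with 3 explanations. Of the 35 splits of the 8 libraries, 3 gave a difference of the list score as large, so a split without regard to status may account for it. A trend with expression and with the gene length behind the RPKM is argued against. Of 10000 random lists matched on both, 0% had a median as low as -0.59 (their median was -0.16). The lists were not matched on the RefSeq span of the genes, so a trend with span stays open. They also drew genes that need not vary together, so a factor shared by the ribosomal genes is not excluded. A different share of RBFOX1 RNA is argued against as the whole cause. With the RBFOX1 to RBFOX3 ratio as a covariate the relative median moved only from -0.47 to -0.37 (camera adjusted p = 4.734e-11), while the genes at an unadjusted p under 0.05 went from 703 to 920. A part of the fall can still go with that ratio. An effect of neuropathology stays open, as untested beyond these splits.

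The fall of inhibitory markers in RBFOX1-positive nuclei was given as large by 4 of the 35 splits of the 7 libraries, so a split without regard to status may account for it. The part of a single control library stays open. Without RBFOX1-positive control replicate 1 the camera adjusted p was 0.0006003 (6.778e-14 to 0.0006003 over the 7 such fits), but each of the 35 splits had at least 1 list past the threshold of camera, and the relative median moved from -1.08 to -0.63. A different share of inhibitory neurons among donors stays open, as untested.

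RBFOX1 RNA was high in most RBFOX1-negative libraries, which raised the question of whether the sort divided the nuclei at all. In 827 of 14670 genes (5.6%) all 7 donors differed in the same direction, where chance gives 1.6%. Of the 64 swaps within donors, 4 gave as many, a share above 0.05, so this test, which was set beforehand, leaves a sort without effect on the nuclei open. The count of genes past the threshold, matched by 1 of 100 swaps, argues against it, but was taken up for this question only after the first test was seen. The table of these libraries is named for NeuN alone, and whether it holds RBFOX1-negative nuclei, as the labels say, or all NeuN-positive nuclei was not tested. If it held all of them, each value given here for RBFOX1-negative nuclei could include RBFOX1-positive nuclei.

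CRYAA and CRYAA2, copies of a lens protein gene, held identical reads in 15 of 15 libraries, on average 344584 reads or 1.17% of a library. A candidate explanation is that reads were counted over the whole span between the copies. This could not be told apart from other causes: as first tested, the lowest ratio of CRYAA reads to the reads of the 241 genes between the copies was 0.716 (mean 0.824), where at least 1 was predicted. After that value was seen, 2 other versions were computed. Counting overlapping genes once gave a lowest ratio of 0.743. Leaving out also 4 genes that have several copies themselves gave 1.135. The outcome thus depends on a choice made after the fact. Neither gene was named in a comparison, but such reads enter the library totals.

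Some microRNA genes were among the smallest p-values. RABL6, around MIR4292, had a log2 fold change of 0.71 (limma adjusted p = 0.8225) where MIR4292 had 2.08, and FAM172A, around MIR2277, had 0.11 (limma adjusted p = 0.8884) where MIR2277 had -1.28. MXD4, around MIR4800, was below the filter. RABL6 thus changed in the direction of MIR4292 but by less, while FAM172A did not change in the direction of MIR2277. Few reads on a short gene and a change of the microRNA genes themselves cannot be told apart, since a smaller change around them goes with both.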
